# SCAMP1 silencing inhibits proliferation by attenuating multiple pro-survival signaling pathways in gastric cancer

**DOI:** 10.7150/jca.99610

**Published:** 2024-09-09

**Authors:** Gang Ma, Yang Yang, Fenglin Cai, Bin Ke, Jingyu Deng

**Keywords:** SCAMP1, Proliferation, Endocytosis, Gastric Cancer

## Abstract

Secretory carrier-associated membrane protein 1 (SCAMP1) is the most universally expressed member of the SCAMP family, and its ability to facilitate endocytosis was demonstrated approximately two decades ago. Nevertheless, its roles in cancer biology are largely unknown, although its expression is significantly increased in most cancer types. Herein, we examined the expression of SCAMP1 in gastric cancer (GC) tissues and found that it was aberrantly increased and positively correlated with tumor size and lymph node metastasis. More importantly, increased SCAMP1 expression was associated with poor prognosis in patients with GC. Functional experiments demonstrated that SCAMP1 knockdown markedly suppressed the proliferation of GC cells *in vitro* and *in vivo*. RNA sequencing assays demonstrated that SCAMP1 knockdown altered the expression profile of GC cells, and a significant portion of the altered genes were enriched in receptor tyrosine kinases and their related downstream signaling pathways. Immunoblotting confirmed that the Akt/MAPK/Stat signaling pathway was strongly attenuated in GC cells with SCAMP1 depletion. Taken together, these results demonstrated that SCAMP1 drives hyperproliferation in GC cells, thus suggesting that further investigation into the mechanisms and translational value of SCAMP1 in treating patients with GC is warranted.

## Introduction

Gastric cancer (GC) remains a global health problem, as it was the fifth most common cancer and the fifth leading cause of cancer-related deaths in 2022 1, 2. In terms of the classification of GC, the most commonly used Lauren criteria, which are based on histologic features, divide GC tissues into two major subtypes: intestinal and diffuse 3. Intestinal GC is strongly associated with *Helicobacter pylori* infections and other environmental factors, whereas diffuse GC is usually attributable to genetic factors, such as mutations in the *CDH1* and *RHOA* genes 3. Recent technological advancements have prompted the molecular classification of GC, as evidenced by The Cancer Genome Atlas (TCGA), which categorizes GC into the Epstein-Barr virus-positive, microsatellite unstable, genomically stable, and chromosomally unstable subtypes 3. Intestinal GC usually displays sequential carcinogenesis events, including chronic gastritis, intestinal metaplasia and dysplasia; conversely, early-stage diffuse GC usually contains signet ring cells (SRCs) 3. As diffuse GC progresses, malignant cells are more inclined to metastasize to distal organs 3. Surgical treatment is still the primary therapeutic option for most patients with GC. Notably, neoadjuvant therapeutic strategies combining conventional platinum/fluoride-based drugs, targeted drugs (such as trastuzumab) or immune checkpoint blockade agents (such as nivolumab) can greatly improve survival in a subset of patients with GC 3. However, the high heterogeneity of GC and the advanced stage at first diagnosis limit its therapeutic efficacy and result in unfavorable outcomes for patients with GC. Thus, it is vital to identify the underlying mechanisms of the development and progression of GC.

Endocytosis is an intricate process by which cells deliver surface lipids and proteins, as well as extracellular materials, into cells 4. Multiple pathways of endocytosis, such as the best-studied clathrin-mediated endocytosis pathway, have been identified in mammalian cells, and each route is responsible for the internalization of distinct types of surface and extracellular cargos 4. Dysfunctional endocytosis, which is the primary regulator of crosstalk between cells and their environment, contributes to tumor initiation, progression, and metastasis 4, 5. More intriguingly, due to the fact that the internalization of tumoricidal antibodies targeting surface proteins of cancer cells, such as antibody‒drug conjugates (ADCs), relies on endocytosis, the practice of manipulating endocytosis to improve drug efficacy has become a popular research topic in recent years 6. Hundreds of proteins orchestrate proper and effective endocytosis, among which the secretory carrier-associated membrane protein (SCAMP) family, which consists of five members (SCAMP1/2/3/4/5), is implicated in vesicle transport pathways between the plasma membrane and internal recycling network 7, 8, 9. As the most abundantly expressed and widely distributed member of this family, SCAMP1 reportedly affects the stability of fusion pores during endocytosis after their formation 10. Interestingly, SCAMP1 and SCAMP3 can be phosphorylated by activated epidermal growth factor receptor (EGFR) at distinct tyrosine residues, and phosphorylated SCAMPs then bind to EGFR to facilitate the internalization and degradation of this receptor 11. This finding suggested that SCAMPs likely play roles in cancer biology and may be promising intervention targets for treating cancer. However, fairly little is known about the functions of SCAMPs, including SCAMP1, in cancer.

Due to the fact that there are few studies about SCAMP1 in cancer biology, we attempted to investigate the function and molecular mechanisms of this protein in GC cells, especially because we observed that *SCAMP1* expression was aberrantly increased across most cancer types, including GC, according to TCGA data. This study provided more knowledge on the role of SCAMP1 in the proliferation of GC cells.

## Materials and methods

### Patient specimens

GC and adjacent normal tissue samples were collected from 127 patients in total who underwent curative gastrectomy at Tianjin Medical University Cancer Hospital (Tianjin, China) between January 2004 and September 2007. All of these eligible patients were suffered from histologically confirmed and locally advanced adenocarcinoma of the stomach, and patients suffered with other subtypes of GC, such as gastric squamous cell carcinoma, were excluded from this study. In addition, patients receiving any kind of therapies, including chemotherapy or radiotherapy, before the operation were excluded from this study. Among these enrolled patients, under-65 age group included 81 patients, while over-65 age group contained 46 patients. Moreover, 87 participants were men patients and the other 40 were women patients. Follow-up was conducted every 3-6 months and was completed in September 2012. The median time was 32.0 months (range: 3-72 months). Written informed consent was obtained from each patient.

### TCGA dataset analysis

Pancancer analysis of SCAMP1 mRNA levels was performed via online bioinformatic tools (https://www.xiantao.love/). The correlation between SCAMP1 mRNA levels and survival in patients with GC from The Cancer Genome Atlas (TCGA) was assessed by using the R package “Survminer”.

### Cell culture

The human GC cell lines NCI-N87, SNU-1, KATO III, AGS, and SNU-16 were purchased from American Type Culture Collection (ATCC, USA). The human GC cell line HGC-27 and the human immortalized gastric epithelial cell line GES-1 were obtained from the National Infrastructure of Cell Line Resource (Beijing, China). The human GC cell line MKN45 was kindly provided by Prof. Hui Li from the Department of Gastrointestinal Cancer Biology at Tianjin Medical University Cancer Institute and Hospital (Tianjin, China). The HEK293T cell line was a generous gift from Prof. Zhihua Liu from the National Cancer Center/Cancer Hospital (Beijing, China). RPMI-1640 supplemented with 10% fetal bovine serum (FBS; Newzerum, Christchurch, New Zealand) was used as the routine culture medium for the NCI-N87, SNU-1, SNU-16, HGC-27, and MKN45 cells. AGS cells were cultured in F12K medium supplemented with 10% FBS. KATO III cells were maintained in IMDM supplemented with 20% FBS. HEK293T cells were cultured in DMEM supplemented with 10% FBS. All of the culture media were supplemented with 1% penicillin/streptomycin. All of the cells were maintained in a cell incubator with 5% CO_2_ at 37 °C. The duration of culture did not exceed two months. All of the cell lines were verified to be *Mycoplasma*-negative by using the PCR Mycoplasma Detection Set (TaKaRa).

### Reagents and antibodies

Puromycin and Cell Counting Kit-8 (CCK-8) were purchased from MedChemExpress (NJ, USA). The Click-iT™ EdU Alexa Fluor™ 488 kit (C10425) and Pierce™ BCA Protein Assay Kit were purchased from Thermo Scientific (USA). RNAiso plus and TB Green Premix Ex TaqTM II (RR820A) were obtained from TaKaRa (Shiga, Japan). A GoScript™ Reverse Transcription Kit (A5000) was purchased from Promega (WI, USA). The phosphatase inhibitor PhosSTOP™ and the protease inhibitor cOmplete™ Protease Inhibitor Cocktail were obtained from Merck (Rahway, NJ, USA).

Primary antibodies against Akt (C67E7), phospho-Akt (Ser473) (193H12), ERK1/2 (137F5), phospho-ERK1/2 (Thr202/Tyr204) (197G2), STAT3 (124H6), phospho-STAT3 (Tyr705) (3E2), and vinculin (E1E9V) were purchased from Cell Signaling Technology (Danvers, MA, USA). The primary antibody against SCAMP1 (15327-1-AP) was obtained from Proteintech (Rosemont, IL, USA).

### Lentivirus and establishment of stable cell populations

To stably reduce the endogenous expression of SCAMP1, two target shRNAs were subcloned and inserted into the lentiviral vector pSIH-H1-puro, which was generously provided by Prof. Zhihua Liu from the National Cancer Center/Cancer Hospital, Beijing, China. Lentivirus was generated as previously described 12. 

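The sites of both shRNAs were located by matching their target sequences to the GENCODE 29 transcripts of GRCh38. SCAMP1 (ENSG00000085365) lies on the forward strand of chromosome 5 from 78360583 to 78479071, and the annotation lists 7 transcripts of the gene. The shS1#1 target has 21 bases and lies on chromosome 5 from 78477147 to 78477167. This site is exonic, in the last exon of SCAMP1-207 (exon 9 of 9) and of a shorter transcript (exon 5 of 5), and falls in the 3′ UTR of both, which are the 2 of the 7 transcripts that contain it. With 20 bases on either side, the site reads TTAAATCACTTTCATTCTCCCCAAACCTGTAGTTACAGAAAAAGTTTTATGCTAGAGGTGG in the transcript. The shS1#2 target starts at 78416636 and ends at 78418781, because it spans the junction between exon 4 and exon 5 of SCAMP1-207. It falls in the coding sequence and is contained in 4 of the 7 transcripts, where the sequence around it reads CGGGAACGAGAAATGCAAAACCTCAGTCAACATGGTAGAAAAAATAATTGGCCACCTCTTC. In the longest annotated transcript of each of 15549 genes expressed in NCI-N87 cells, each target sequence had a perfect match in 1 gene, SCAMP1.

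**Figure D1:**
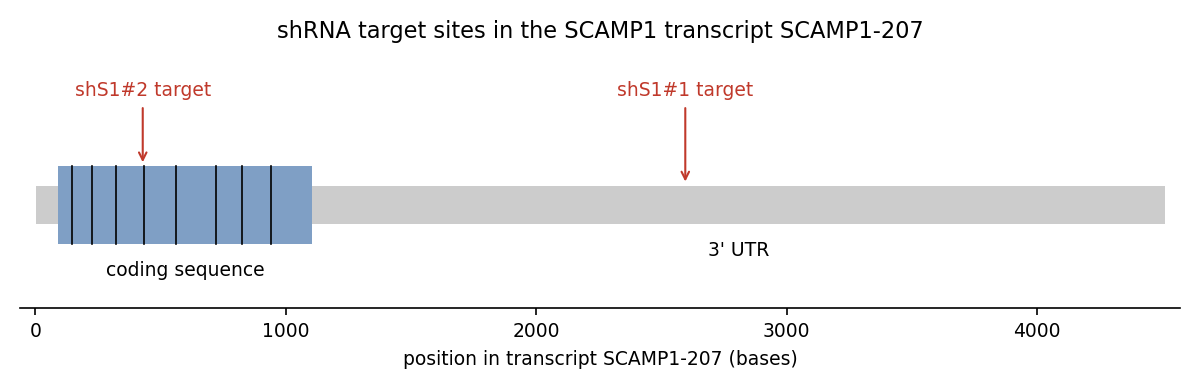
Map of the transcript SCAMP1-207, drawn to scale along its 4509 bases (x axis, position in bases), with the coding sequence as the tall bar, the UTRs as the low bar and exon junctions as vertical lines. The arrows mark the shS1#2 target at positions 419 to 439 and the shS1#1 target at positions 2585 to 2605.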

One shRNA targeting SCAMP1 (shS1#1) targeted the sequence 5'-CCAAACCTGTAGTTACAGAAA-3', and another (shS1#2) targeted the sequence 5'-CCTCAGTCAACATGGTAGAAA-3'. The empty pSIH-H1-puro vector was used as the negative control (shCtrl). Puromycin (2 μg/ml) was used to construct stable cell populations.

### RNA extraction and quantitative real-time polymerase chain reaction

The cultured cells were harvested when they were approximately 80% confluent, and total RNA was obtained by using RNAiso Plus (TaKaRa) according to the manufacturer's instructions. After the concentrations of the RNAs were determined via NanoDrop™ One (Thermo Fisher Scientific), potentially contaminated DNAs were removed from the extracted RNAs by adding 1 unit of DNase I (New England Biolabs) to 1 μg of RNA and incubating for 30 min at 37 °C. The processed RNAs with an A260/A280 ratio of approximately 2.0-2.1 were reverse-transcribed into complementary DNA (cDNA) by using a GoScript™ Reverse Transcription Kit; subsequently, quantitative real-time polymerase chain reaction was performed as previously described 12. The primers for SCAMP1 were as follows: forward, 5'-GAAACCAACAGAGGAACATCCAG-3'; reverse, 5'-CCGACGATCTAATTCTGCGGCT-3'. GAPDH was used as the internal control to normalize gene expression levels, and the utilized primers were as follows: forward, 5'-TGCACCACCAACTGCTTAGC-3'; reverse, 5'-GGCATGGACTGTGGTCATGAG-3'. The mRNA expression of SCAMP1 was calculated by using the comparative 2^-ΔΔCt^ method.

### Immunoblotting

The cells that were used for immunoblotting assays were harvested when they grew to approximately 80% confluence. The proteins were extracted by using cell lysis buffer (20 mM Tris, 0.15 M NaCl, 0.05 M EDTA, 1% NP-40, pH=7.5) supplemented with PhosSTOP™ and cOmplete™ Protease Inhibitor Cocktail. The protein concentrations were determined by using the BCA method, and 15 μg of the extracted proteins was then subjected to SDS‒PAGE. Immunoblotting assays were conducted as previously described 12. Vinculin was used as the loading control. The dilutions of the primary antibodies against SCAMP1 or vinculin were 1:1000.

### Immunohistochemistry (IHC)

IHC was conducted, and the stain scores were measured as previously described 12. Briefly, the dilution of the primary antibody against SCAMP1 (Proteintech, 15327-1-AP) was 1:200. The stain scores were calculated by multiplying the stain intensities and the scores of the positively stained proportion. The staining intensities were determined as follows: 0, negative; 1, weak; 2, moderate; and 3, strong. The scores of the positively stained cell proportion were as follows: 0, not positive; 1, <10%; 2, 10-35%; 3, 35-75%; and 4, >75%. Thus, possible staining scores of 0, 1, 2, 3, 4, 6, 8, 9, and 12 were obtained for SCAMP1 protein expression in GC and adjacent normal tissues. The cutoff value between high and low expression of SCAMP1 was set as 6, namely 0-4 were considered low while 6-12 high.

### Cell proliferation assays

*In vitro* cell proliferation was evaluated via CCK-8 and EdU incorporation assays. These assays were performed according to the manufacturers' instructions. Additionally, twelve five-week-old female Balb/c nude mice in total were purchased from GemPharmatech (Jiangsu, China) and housed in an animal facility located at Tianjin Medical University Cancer Institute and Hospital. These mice were randomly into shCtrl/shS1#1 and shCtrl/shS1#2 group and each group had six mice. Three mice were housed in each individually ventilated cage on a 12-h/12-h light/dark cycle with food and water available *ad libitum*. The living status of the mice was checked once a day throughout this experiment. After these mice were housed for 7 days, approximately 2 × 10^6^ control (shCtrl) and SCAMP1-depleted (shS1#1 or shS1#2) NCI-N87 cells suspended in 100 μl of PBS were subcutaneously injected into the left or the right dorsal flank of the mice, respectively. The tumor masses were measured every four days. Tumor volumes were calculated by using the following formula: V = (width^2^ × length) × 0.5. The diameter of the tumor mass was greater than 1.5 cm in mice was defined as the endpoint of the experiment. The mice were sacrificed 23 days after the subcutaneously implantation of the cells. All of the animal subjects survived until the end of the experiment without signs of illness. The mice were euthanized by using an overdose of carbon dioxide (CO₂) at a displacement rate of 30% volume per minute. The deaths of these mice were verified by a combination of cessation of heartbeat and respiration, as well as loss of corneal and toe pinch reflexes, before the tumors were harvested and weighed. All efforts were made to minimize the number of mice that were used and their suffering throughout the experiment.

### RNA sequencing assay

Total RNA was isolated from shCtrl and shS1#1 NCI-N87 cells by using TRIzol™ Reagent (Thermo Fisher Scientific). The sequence and data analysis, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment, were conducted by Novogene (Beijing, China). Genes with |log2FC| > 1 and *P* < 0.05 were defined as being differentially expressed genes (DEGs). The raw data were deposited under GSE252526 in the GEO database.

### Statistical analysis

All of the experiments, except for the animal, IHC, and RNA-seq assays, were independently repeated three times. The presented data are expressed as the mean ± standard deviation (SD). Paired* t-*test was used to determine significant differences between two groups. One-way ANOVA with Dunnett's *post hoc* test or two-way ANOVA with Bonferroni *post hoc* test, which are indicated in the figure legends, was conducted to determine statistical significance among at least three groups. The chi-square test was used to evaluate the correlation between SCAMP1 expression and clinicopathological properties. Overall survival (OS) was analyzed via the Kaplan-Meier method, and the log-rank test was used to measure statistical significance. The multivariate analysis of OS was conducted by using the *Cox* proportional hazard model with forward-step procedures. GraphPad Prism (version 8.0) was used to calculate all of the significant differences and to draw relative charts. A *P* value < 0.05 was considered to indicate statistical significance. *, **, ***, and **** indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively.

## 3. Results

### 3.1 SCAMP1 is highly expressed in GC tissues and indicates unfavorable patient outcomes

We first examined *SCAMP1* expression across various cancer types from the TCGA. We found that *SCAMP1* mRNA expression was markedly increased in most of the tested cancer types, including stomach adenocarcinoma (STAD) tissues, compared with normal tissues (*P* < 0.001). These findings strongly suggested that SCAMP1 likely plays critical roles in GC cells (Figure 1A). Afterwards, SCAMP1 protein levels were tested via IHC in in-house GC and matched normal tissue samples. IHC demonstrated that SCAMP1 was mainly positively stained in the cytoplasm, and the staining intensity of SCAMP1 was significantly greater in GC tissue samples than in adjacent normal tissue samples (Figure 1B). Specifically, 85 out of 127 GC samples strongly expressed SCAMP1, whereas 40 of 119 normal tissues strongly expressed SCAMP1 (*P* < 0.001) (Figure 1C, Table 1). Moreover, increased SCAMP1 protein levels were associated with increased tumor size (*P* = 0.028) and positive lymph node metastasis (*P* = 0.015) (Table 2). A previous study showed that high SCAMP1 expression was indicative of poor prognosis in patients with pancreatic adenocarcinoma 13, which prompted us to perform a prognostic analysis of SCAMP1 in patients with GC. Analysis of GC patients from TCGA demonstrated that patients with higher SCAMP1 levels had shorter survival (OS cutoff point: high, 28.8 months vs. low, 68.4 months; *P* = 0.029) (Figure 1D). Consistently, prognostic analysis based on our institutional GC tissues further demonstrated that increased SCAMP1 expression was positively correlated with worse survival (median OS: high, 29 months vs. low, 55 months; *P* = 0.0038) (Figure 1E). More importantly, multivariate *Cox* regression analysis demonstrated that elevated SCAMP1 levels were an independent prognostic factor for worse survival in patients (*P* = 0.036) (Table 3). Taken together, these results suggest that SCAMP1 likely plays vital roles in GC cells.

### 3.2 SCAMP1 knockdown inhibits the proliferation of GC cells *in vitro* and *in vivo*

As highly expressed SCAMP1 is correlated with the hyperproliferative and invasive phenotypes of GC cells (Table 2), we explored the function of this protein in proliferation because the role of SCAMP1 in proliferation is largely unknown, whereas its role in the invasion of malignant cells has been described in previous reports 14, 15. We examined the expression of SCAMP1 in GES-1 cells and a panel of GC cell lines and found that compared with GES-1 cells, most of the GC cell lines displayed markedly greater SCAMP1 expression at both the mRNA and protein levels (Figure 2A). Endogenous SCAMP1 expression in NCI-N87 and SNU-1 cells was reduced with shRNAs against SCAMP1 mRNA (Figure 2B), and the proliferative capacity of the two cell populations with depleted SCAMP1 was subsequently analyzed. CCK-8 assays showed that SCAMP1 depletion markedly attenuated viability in both NCI-N87 and SNU-1 cells within the indicated time intervals (Figure 2C). In addition, an EdU incorporation assay confirmed that SCAMP1 knockdown dramatically decreased the proportion of the replicating GC cell population in NCI-N87 and SNU-1 cells (Figure 2D). We further assessed the effect of SCAMP1 on the proliferation of GC cells *in vivo* by subcutaneously injecting SCAMP1-depleted NCI-N87 cells and control cells into BALB/c nude mice. NCI-N87 cells with SCAMP1 knockdown grew more slowly than control cells, and SCAMP1 deficiency limited the weights of the harvested tumor masses derived from NCI-N87 cells (Figure 2E and 2F). Collectively, these data support the idea that SCAMP1 is essential for sustaining proliferation in GC cells.

### 3.3 SCAMP1 knockdown blunts critical pro-survival signaling pathways

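NCI-N87 is an established gastric carcinoma cell line. Cells that carried the empty lentiviral vector (shCtrl) or the vector with shS1#1 were selected with puromycin (2 μg/ml), and RNA from 3 samples of each group was sequenced. The sample titles label the 3 samples of each group as biological replicates. The paper leaves the RNA-seq assay out of the experiments that it states were independently repeated, and it does not state whether the 3 samples of a group came from separate infections. The authors deposited gene expression as FPKM (fragments scaled to gene length and library size), with 1 value per gene and sample, for 58735 genes. The coordinates of all 58735 genes equalled those of GENCODE 29 on GRCh38, and the paper's text names neither the aligner nor the counting tool. Multiplied by gene length, every value above 0 was a whole multiple of a single step in its library, within a small tolerance. The multiple gave the number of reads on each gene, so the depth of each library could be recovered. The shCtrl libraries held 15232814, 15988700 and 15064905 reads on genes (median 15232814), and the shS1#1 libraries held 14667628, 14311769 and 14642570 reads (median 14642570). The recovered scaling showed that the deposited FPKM already contained a size factor for each library, equal to its median ratio to the other libraries over genes, so no further normalization was applied. Expression was tested with limma on log2(FPKM + 0.1) for the 15556 genes with a mean of at least 0.5 FPKM, which held 99.5% of the reads on genes. Fold changes are on this scale, which understates the change of low genes. As in the key of Figure 3A, genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1 were counted as differentially expressed.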

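SCAMP1, the targeted gene, was at 12.6, 12.1 and 11.5 FPKM in the shCtrl libraries and at 1.70, 1.37 and 1.99 FPKM in the shS1#1 libraries, from 96 to 1031 reads per library. The mean was 12.1 ± 0.562 FPKM (SD, n = 3) in shCtrl cells and 1.69 ± 0.311 FPKM (SD, n = 3) in shS1#1 cells, a reduction of 86.0%. The log2 fold change was -2.78 (standard error 0.14, adjusted p = 0.000248 by limma with Benjamini-Hochberg adjustment) and stayed between -2.90 and -2.65 when each library was left out in turn. The ranges of the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Across all genes tested, 492 were differentially expressed in shS1#1 cells, of which 376 (76.4%) were higher and 116 were lower. The FPKM of all 492 genes did not overlap between the groups, which their selection on the same libraries makes likely, so this is no separate evidence. Of all genes tested, 41.4% did not overlap, against 10% by chance. Without the fold change threshold, 1372 genes were higher and 805 lower at an adjusted p under 0.05. The count of differentially expressed genes depended most on the pseudocount, and was 248 with a pseudocount of 1. Protein-coding genes made up 383 of the 492, and 46 of the 492 had a mean under 10 reads per library. Among differentially expressed genes with a mean of at least 5 FPKM, the largest increases were in TMPRSS11E (log2 fold change 3.21), PLAT (3.16), HAS2 (3.03), NT5E (2.97) and CRCT1 (2.86). NT5E, on chromosome 6 from 85449584 to 85495791, had the smallest p and rose from 6.20 ± 0.189 to 49.3 ± 1.54 FPKM (SD, n = 3 each; adjusted p = 3.44e-05 by limma). By the same criterion the largest decreases were in SCAMP1, AP000785.1 (-2.08), WNT11 (-2.02), DHRS2 (-1.96) and AL355075.4 (-1.75). AP000785.1 lies within WNT11 on the opposite strand. AL355075.4 overlaps the first exon of PARP2 on the opposite strand and contains RPPH1 on its own strand, which counting by strand would not separate. The values of AP000785.1 and AL355075.4 are uncertain because of these overlaps, and because the counting is not stated to have used strand. The adjusted p of these 2 genes also rose to between 0.0513 and 0.0598 in the fits that left out some shCtrl libraries. WNT11, on chromosome 11 from 76186325 to 76210736, fell from 132 ± 3.08 to 32.6 ± 4.47 FPKM (SD, n = 3 each; adjusted p = 0.000379 by limma).

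**Figure D2:**
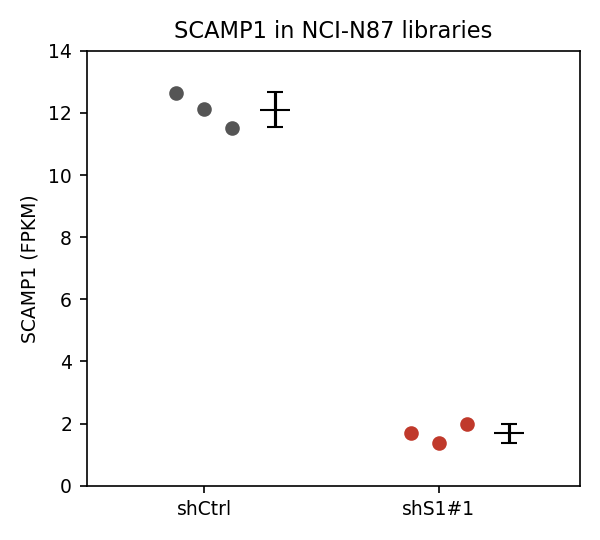
SCAMP1 expression (y axis, FPKM) in the 3 shCtrl and 3 shS1#1 libraries; points are libraries and the bars beside them give the mean and SD. The shCtrl libraries lie between 11.5 and 12.6 FPKM and the shS1#1 libraries between 1.37 and 1.99 FPKM.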

To understand how SCAMP1 depletion abrogates propagation in GC cells, RNA sequencing analysis of control and SCAMP1-depleted NCI-N87 cells was performed, and the results demonstrated that the expression of 699 genes changed by more than twofold, among which 495 genes exhibited increased expression, whereas 204 genes exhibited reduced expression (Figure 3A). 

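Over-representation among the 492 genes was tested for lists of genes written from gene family names and well known members, since the GO annotation was not used here; the lists are not the GO terms. Each list was tested with a one-sided Fisher's exact test against the 15556 genes tested, with Benjamini-Hochberg adjustment over the 13 lists, and its shift was tested with camera at a preset correlation of 0.01. Of the 22 fibroblast growth factor genes listed, 5 passed the expression filter and 3 were differentially expressed, 19.0 times the share among all genes (adjusted p = 0.000602 by Fisher's exact test). All 3 were lower in shS1#1 cells. FGF3, on chromosome 11 from 69809969 to 69819024, fell from 11.6 ± 0.877 to 4.39 ± 1.14 FPKM (SD, n = 3 each), a log2 fold change of -1.42 (standard error 0.20, adjusted p = 0.00745 by limma). FGF20, on chromosome 8 from 16992169 to 17002181, fell from 10.4 ± 1.03 to 4.65 ± 0.202 FPKM (SD, n = 3 each), with a log2 fold change of -1.15 (standard error 0.09, adjusted p = 0.00107 by limma). FGF19, which lies beside FGF3 on chromosome 11 from 69698232 to 69704642, was covered by only 18 to 67 reads per library and had a log2 fold change of -1.26 (standard error 0.24, adjusted p = 0.0210 by limma). Its adjusted p was between 0.0727 and 0.0959 in the 3 fits that each left out 1 shCtrl library. FGF18 fell with a log2 fold change of -0.97, under the fold change threshold (adjusted p = 0.0480 by limma), and FGF2 did not change detectably (log2 fold change 0.07, adjusted p = 0.874). Adjusted over the list alone, 4 fibroblast growth factors had a p under 0.05, as over all genes tested. In the list of growth factors, 9 of the 47 genes tested were differentially expressed, 6.05 times the share among all genes (adjusted p = 3.57e-05 by Fisher's exact test). They went in both directions. GDF15 (log2 fold change 2.04), EREG (1.54), CXCL8 (1.49), PDGFB (1.37) and TGFA (1.07) were higher, whereas KITLG (-1.60) and the 3 fibroblast growth factors were lower. At an adjusted p under 0.05, 16 of the 47 genes differed over all genes tested and 22 adjusted over the list alone. In the list of PI3K-Akt pathway components, 2 of the 51 genes tested, PIK3IP1 (log2 fold change 1.40) and INPP4B (1.13), were differentially expressed, both higher, 1.24 times the share among all genes (adjusted p = 0.523 by Fisher's exact test). Across 21 alternatives this ranged from 0.592 to 2.11 times, with an adjusted p of at least 0.289. The genes tested in this list included no growth factor, receptor tyrosine kinase or matrix gene, so its share does not bear on a term that includes them. The median log2 fold change of this list was 0.19, a shift that camera called at the preset correlation (adjusted p = 0.00326) and not at an estimated correlation (adjusted p = 0.359). Of the 10 lists that camera called at the preset correlation, 10 were called by fry and 7 at an estimated correlation.

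**Figure D3:**
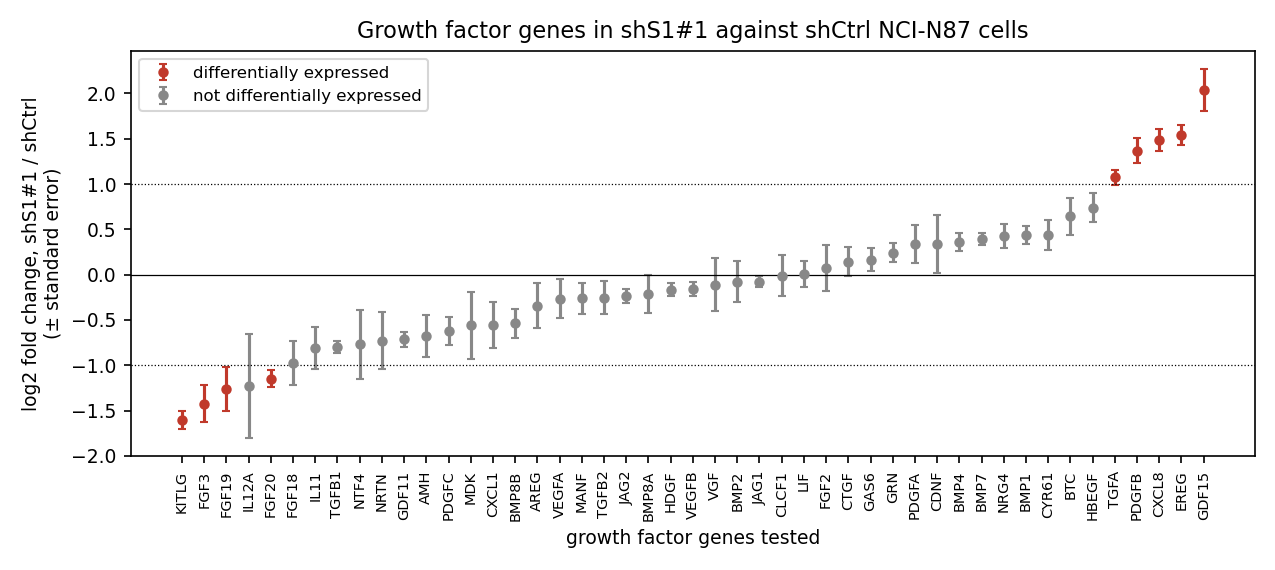
Log2 fold change in shS1#1 against shCtrl NCI-N87 cells (y axis) of the 47 growth factor genes tested (x axis, ordered by fold change); points are estimates by limma, error bars are standard errors, and dotted lines mark log2 fold changes of 1 and -1. The 9 differentially expressed genes run from -1.60 (KITLG) to 2.04 (GDF15).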

Gene Ontology (GO) analysis indicated that a significant portion of these DEGs were enriched in ligand‒receptor interactions, such as fibroblast growth factor receptor binding, and downstream signaling pathways, such as the PI3K-Akt pathway (Figure 3B). We also examined signaling pathways affected by increased SCAMP1 expression by dividing GC samples deposited in the TCGA database into SCAMP1-high-expression and SCAMP1-low-expression groups. Similarly, the ECM-receptor interaction and the PI3K-Akt signaling pathway were also highly detected (Figure 3C). These results strongly suggested that SCAMP1 likely regulates signal transduction via membrane-anchored receptors. Moreover, SCAMP1 knockdown decreased the levels of phosphorylated AKT (Ser473), ERK1/2 (Thr202/Tyr204) and STAT3 (Tyr705) (Figure 3D), which are primary downstream protumoral effectors of kinase-coupled membrane receptors, such as fibroblast growth factor receptor (FGFR) 16. 

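In the list of receptor tyrosine kinases, 29 of 58 genes passed the expression filter in NCI-N87 cells and 3 of them were differentially expressed in shS1#1 cells, 3.27 times the share among all genes (adjusted p = 0.0814 by Fisher's exact test). The adjusted p fell to between 0.0385 and 0.0422 in the 3 fits that each left out 1 shCtrl library. Each of these fits again called 3 of the 29 genes, so the fall came from fewer called genes outside the list. EPHA4, on chromosome 2 from 221418027 to 221574202, rose from 0.970 ± 0.0609 to 3.88 ± 0.383 FPKM (SD, n = 3 each), and its log2 fold change was 1.89 (standard error 0.11, adjusted p = 0.000510 by limma). EPHB3 was also higher (log2 fold change 1.19, adjusted p = 0.00223), and ROR1 was lower (log2 fold change -1.04, adjusted p = 0.00524). Among the FGFR genes, FGFR4 was at 14.1 ± 0.767 FPKM in shCtrl cells and 10.1 ± 0.197 FPKM in shS1#1 cells (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.07, adjusted p = 0.00794 by limma). Its adjusted p was 0.0536 without shCtrl replicate 2. FGFR3 fell from 1.69 ± 0.240 to 0.948 ± 0.163 FPKM (SD, n = 3 each), a log2 fold change of -0.77 (standard error 0.18, adjusted p = 0.0403 by limma), and passed an adjusted p of 0.05 in 1 of the 6 fits that each left out 1 library. FGFR2 (log2 fold change 0.22, adjusted p = 0.566) and EGFR (-0.07, adjusted p = 0.799) did not change detectably with all 6 libraries, but EGFR was lower without shS1#1 replicate 2 (adjusted p = 0.0215). FGFR1 was covered by 1 to 6 reads per library and was not tested. The median log2 fold change of the 29 receptor genes was 0.08, with no shift called by camera (adjusted p = 0.258). From the enriched terms among its DEGs and those in the TCGA samples, the paper proposes that SCAMP1 acts on signal transduction via membrane receptors.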

Meanwhile, the ratios of p-AKT/AKT, p-ERK/ERK, p-STAT3/STAT3, and SCAMP/vinculin were further analyzed, demonstrating that all of them remarkably decreased in shS1#1/#2 cells compared to those in shCtrl cells (Figure 3E). These results demonstrate that SCAMP1 promotes proliferation by activating multiple oncogenic signaling pathways.

## 4. Discussion

Endocytosis profoundly affects communication between the external environment and cells; thus, dysfunctional endocytosis pathways are unsurprisingly implicated in almost all hallmarks of cancer cells, such as hyperproliferation, metastasis, and immune evasion 4, 5. More importantly, recent publications have highlighted the pivotal role of endocytosis in controlling the internalization of drugs into tumor cells; therefore, this process is emerging as a potentially valuable intervention target to improve therapeutic efficacy 4. Prochlorperazine, which is an antipsychotic drug, was shown to be capable of reversibly inhibiting the inward trafficking of membrane proteins, thus potentiating the NK cell-mediated antibody-dependent cellular cytotoxicity (ADCC) of the tested antibodies, including trastuzumab, cetuximab and avelumab, in nonresponsive and resistant human tumors 17. In addition, multiple chemical inhibitors have been reported to block different pathways of endocytosis, and some of them have shown anti-tumoral effects 4. However, these antineoplastic effects can vary depending on the treated tumor type. Dynasore, which is a potent inhibitor of endocytosis, was found to be more effective in hematological tumor cells than in solid cancer cells 18. Dysfunctional endocytic proteins are distinct across tumor types. In this study, we demonstrated that SCAMP1 expression was aberrantly increased in GC tissues and was positively correlated with tumor size and lymph node metastasis. More intriguingly, functional analysis demonstrated that SCAMP1 knockdown markedly impaired the proliferation of GC cells. Taken together, these results strongly suggest that SCAMP1 contributes greatly to the hyperproliferative phenotype. Unfortunately, there are no commercially available chemical inhibitors of SCAMP1 to date; however, specific inhibitors of SCAMP1 and their potential translational value in GC merit further identification.

Receptor tyrosine kinases (RTKs) are commonly hyperactivated to promote aggressive tumor phenotypes. The endocytosis machinery plays key roles in controlling the recycling of RTKs and their downstream signaling pathways. For example, EGFR has been shown to be highly expressed in GC, and the recycling of this receptor markedly drives the survival of GC cells 19. Mechanistically, vacuolar protein sorting-associated protein 35 (VPS35) is responsible for the endosomal transportation of EGFR in GC cells, and the inhibition of VPS35 expression enhances sensitivity to EGFR inhibitors, such as erlotinib 19. Similarly, SCAMP1 knockdown significantly influenced RTK-mediated signaling pathways, such as the PI3K-Akt and MAPK signaling pathways, as confirmed via RNA-seq analysis, TCGA GC sample data mining, and immunoblotting assays. These preliminary data indicate that depletion of SCAMP1 likely disturbs the proper function of RTKs in GC cells. 

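For the MAPK pathway, RNA-seq of NCI-N87 cells was examined with 10 transcripts commonly used as a readout of pathway output (PHLDA1, SPRY2, SPRY4, DUSP4, DUSP6, CCND1, EPHA2, EPHA4, ETV4 and ETV5). All 10 passed the expression filter, 8 were higher and 2 lower in shS1#1 cells, and their median log2 fold change was 0.38. DUSP4, on chromosome 8 from 29333064 to 29350668, rose from 0.850 ± 0.0329 to 4.26 ± 0.697 FPKM (SD, n = 3 each), with a log2 fold change of 2.19 (standard error 0.14, adjusted p = 0.000566 by limma). With EPHA4 it was 1 of 2 differentially expressed genes of the list, and over-representation did not pass the threshold (6.32 times the share among all genes, adjusted p = 0.0548 by Fisher's exact test). It passed under 9 of 21 alternatives, with an adjusted p from 0.0151 to 0.0473, and was at 0.0988 at most in the others. Each of these alternatives again called 2 of the 10 genes, so the p moved with counts outside the list. PHLDA1 (log2 fold change 0.77, adjusted p = 0.00108) and DUSP6 (0.58, adjusted p = 0.00582) were higher without reaching the fold change threshold. At an adjusted p under 0.05, 5 of the 10 genes differed over all genes tested and 6 adjusted over the list alone. The shift of the list was called by camera at the preset correlation (adjusted p = 6.66e-05) and at an estimated correlation (adjusted p = 0.0235). The latter adjusted p was above 0.05 in most fits that each left out 1 library (highest 0.125, without shS1#1 replicate 2). Transcripts of the kinases MAPK3, AKT1 and AKT2 did not change detectably, with log2 fold changes of 0.19 for MAPK3 (adjusted p = 0.0834), -0.11 for AKT1 (adjusted p = 0.421) and -0.16 for AKT2 (adjusted p = 0.138). MAPK3 passed an adjusted p of 0.05 without shS1#1 replicate 2 (adjusted p = 0.0182) and after removal of trends with gene length and GC content (adjusted p = 0.0429).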

Of note, the surface proteome analysis demonstrated that the most differentially expressed proteins between sh-NC and sh-SCAMP1 cells are enriched in oxidative phosphorylation and purine metabolism (Data not shown). Therefore, the investigations are under progress to unravel the intricate interactions between SCAMP1 and these pro-tumoral signaling pathways in GC cells.

Notably, it is becoming increasingly evident that advanced tumors not only remodel their microenvironment but also markedly disturb systematic homeostasis via the neuroendocrine system 20. Several studies have revealed a potential correlation between SCAMP1 and neurological system function. SCAMP1 was shown to be enriched in synaptic vesicles 21, thus suggesting that the endocytosis controlled by this protein is likely involved in neurotransmitter delivery. Recent studies have demonstrated that neural SCAMP1 is involved in regulating various behaviors. In Drosophila, simultaneous genetic depletion of SCAMP1-SCAMP5 in neurons elicited abnormal behaviors, such as climbing difficulties 22. Presynaptic machinery containing vesicular glutamate transporter 3 (VGluT3) is vital for the transmission of auditory information to inner hair cells (IHCs) in the brain 23. Further proteomic analysis demonstrated that SCAMP1 was enriched in VGluT3-positive membrane vehicles after hearing onset in mice 23, thus indicating that this protein likely plays a role in hearing onset. Unfortunately, the evidence to support that tumor-derived SCAMP1 systematically influences malignant progression is sparse; however, the emerging functions of SCAMP1 in synaptic transmission will prompt further investigations into its possible roles in broader areas.

Notably, there are a few limitations in the present data. First, whereas disease-free survival (DFS) analysis is vital for evaluating the clinical significance of SCAMP1, we cannot provide the analytic results since we did not have the relevant data of the patients enrolled in this study. Secondly, the tissues used in this study were collected 20 years ago, and some useful clinicopathological data, such as DFS data, are lack. Although the collection of patients' tissue samples is in progress recently, the emergence of neoadjuvant chemotherapy and immunotherapy greatly reduces the number of the patients who meet the criteria. However, more mechanistic details of SCAMP1 and its correlation with GC progression will be further investigated in our lab.

In summary, we demonstrated that SCAMP1 knockdown suppresses proliferation by deactivating multiple tumor-promoting signaling pathways in GC cells. These initial results further suggest that SCAMP1 likely orchestrates the recycling and function of specific membrane proteins, which may prompt further explorations of its molecular mechanisms and translational potential in GC treatment.

## Figures and Tables

**Figure 1:**
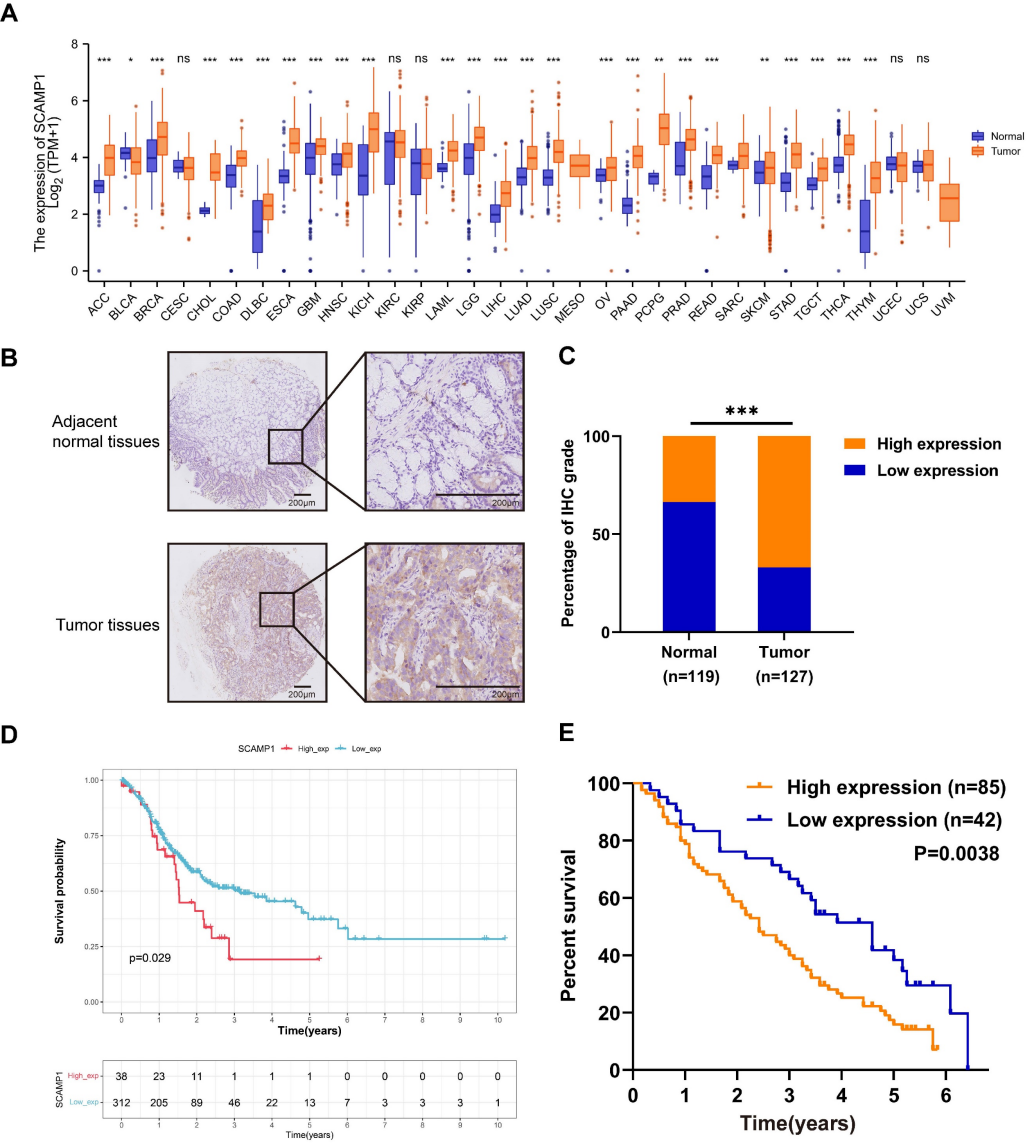
SCAMP1 expression is upregulated in GC tissues and associated with unfavorable overall survival in patients with GC. (**A**) Mining of TCGA datasets demonstrated that SCAMP1 expression is markedly increased in most cancer types, including GC (Ca: 375, Normal: 391). (**B**) Representative images of IHC staining for SCAMP1 in GC and adjacent normal tissues. Scale bars, 200 μm. (**C**) The IHC scores of SCAMP1 expression in our institutional GC and normal tissue samples. The cutoff value between high and low expression of SCAMP1 was set as 6. (**D and E**) A high SCAMP1 level indicates poor prognosis in patients with GC in the TCGA cohort (*P* = 0.029) (**D**) and in patients with GC enrolled at the Tianjin Medical University Cancer Institute and Hospital (*P* = 0.038) (**E**). ***, *P* < 0.001.

**Figure 2:**
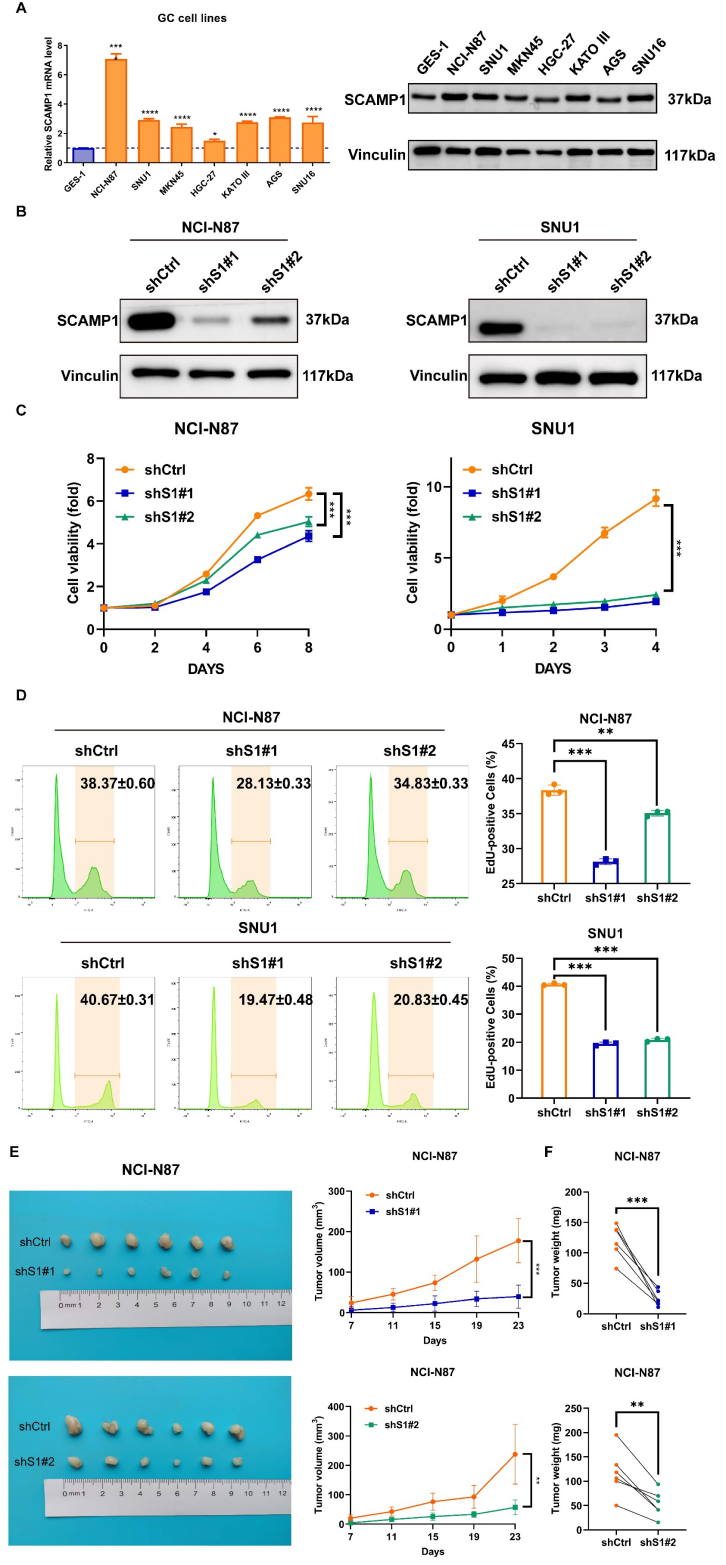
SCAMP1 knockdown markedly attenuated the proliferation of GC cells *in vitro* and *in vivo*. (**A**) The mRNA and protein levels of endogenous SCAMP1 in GES-1 cells and a panel of GC cell lines. The difference in SCAMP1 mRNA expression between GES-1 cells and each GC cell line was evaluated by using one-way ANOVA with Dunnett's *post hoc* test, which demonstrated that SCAMP1 mRNA levels in all GC cell lines were significantly increased relative to that in GES-1 cells (*, *P* < 0.05; ****, *P* < 0.0001). (**B**) Immunoblotting was used to validate the efficacy of endogenous SCAMP1 knockdown in NCI-N87 (left) and SNU-1 (right) cells. (**C**) CCK-8 assays demonstrated that SCAMP1 depletion reduced the viability of NCI-N87 (left) and SNU-1 (right) cells. Statistical significance was determined using one-way ANOVA with Dunnett's* post hoc* test. (**D**) EdU incorporation assays showed that the proportions of replicating SCAMP1-depleted NCI-N87 (left) and SNU-1 (right) cells decreased markedly. One-way ANOVA with Dunnett's* post hoc* test was used to assess statistical significance. (**E** and** F**) SCAMP1 knockdown diminished the proliferation of NCI-N87 cells *in vivo*, as demonstrated by reduced tumor volumes (n = 6) (**E**) and decreased tumor weights (n = 6) (**F**). Paired *t*-test was used to evaluate statistical significance in E and F. **, *P* < 0.01; ***, *P* < 0.001.

**Figure 3:**
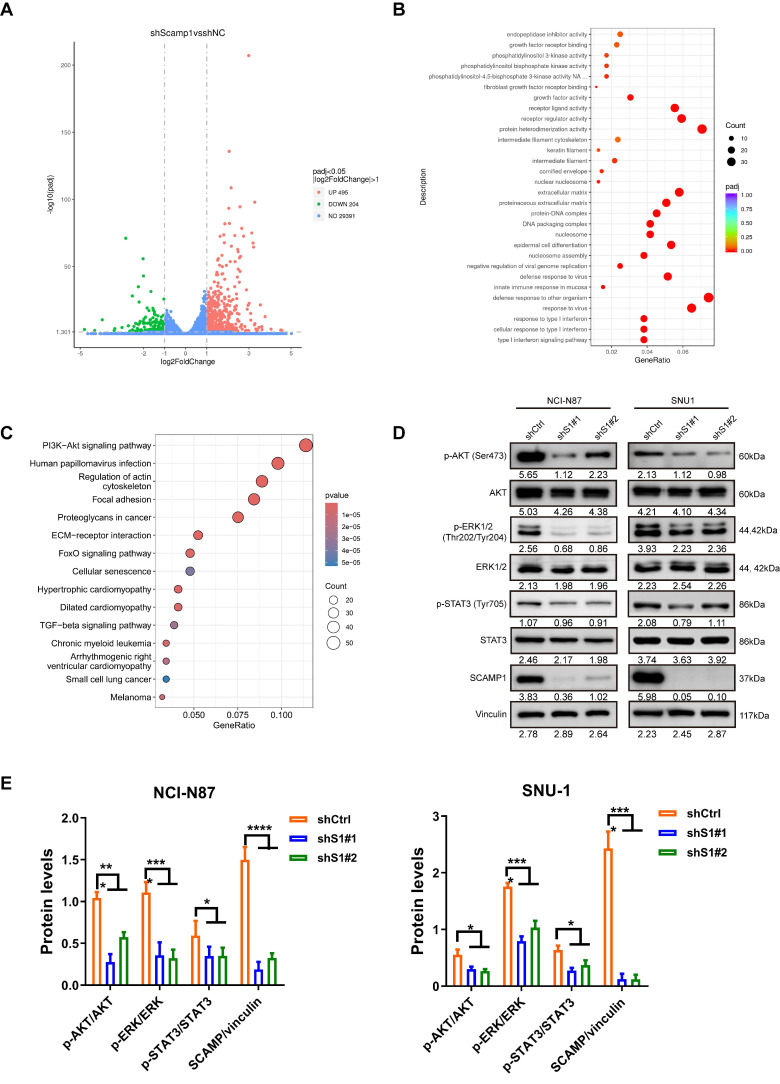
Depletion of SCAMP1 deactivated multiple cancer-promoting signaling pathways. (**A**) RNA-seq demonstrated that the expression of 495 genes increased while the expression of 204 genes decreased in shS1#1 NCI-N87 cells compared with shCtrl NCI-N87 cells. (**B**) GO analysis showed that the differentially expressed genes (DEGs) were primarily enriched in membrane receptors and their implicated signaling pathways. (**C**) The GC cohort in TCGA was stratified into low-SCAMP1-expression and high-SCAMP1-expression groups, and the DEGs between these two groups were also enriched in signaling pathways similar to those revealed by RNA-seq. (**D**) Immunoblotting assays showing that SCAMP1 knockdown markedly reduced the levels of p-Akt (Ser473), p-ERK1/2 (Thr202/Tyr204), and p-STAT3 (Tyr705). (**E**) The ratios of p-AKT/AKT, p-ERK/ERK, p-STAT3/STAT3, and SCAMP/vinculin remarkably decreased in shS1#1/#2 cells relative to those in shCtrl cells. Two-way ANOVA with Bonferroni *post hoc* test was conducted to evaluate the statistical significance. *, *P* < 0.05; ***, *P* < 0.001; ****, *P* < 0.0001.

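Figure 3B also lists terms for the response to type I interferon, the nucleosome, keratin filaments, the cornified envelope and the extracellular matrix. In the list of interferon response genes, 29 of the 54 tested were differentially expressed, all higher, 17.0 times the share among all genes (adjusted p = 1.48e-28 by Fisher's exact test). Their median log2 fold change was 1.13, and 53 of the 54 genes were higher. IFI6, on chromosome 1 from 27666061 to 27672218, rose from 45.4 ± 3.90 to 287 ± 39.3 FPKM (SD, n = 3 each), with a log2 fold change of 2.65 (standard error 0.12, adjusted p = 0.000204 by limma). MX1 (log2 fold change 2.53) and OAS2 (2.55) rose by similar amounts. Among the replication-dependent histone genes, 21 of 35 were differentially expressed, all higher, 19.0 times the share among all genes (adjusted p = 2.09e-22 by Fisher's exact test), with a median log2 fold change of 1.37. Histone genes exist in near-identical copies, so the values of single genes are uncertain. The summed reads of the family rose from 128 ± 2.64 to 308 ± 40.3 RPM (reads scaled to library size; SD, n = 3 each). In the list of keratins, 7 of 23 genes were differentially expressed, all higher, 9.62 times the share among all genes (adjusted p = 1.56e-05 by Fisher's exact test). KRT18, the most abundant of these 7, rose from 875 ± 10.5 to 2000 ± 159 FPKM (SD, n = 3 each; log2 fold change 1.19, standard error 0.10, adjusted p = 0.00123 by limma). In the list of cornified envelope genes, 9 of 29 were differentially expressed, all higher, 9.81 times the share among all genes (adjusted p = 7.27e-07 by Fisher's exact test). IVL, on chromosome 1 from 152908545 to 152911886, rose from 81.5 ± 2.36 to 341 ± 10.8 FPKM (SD, n = 3 each), and its log2 fold change was 2.07 (standard error 0.07, adjusted p = 0.000165 by limma). The list of integrins, laminins, collagens and other matrix genes held 5 differentially expressed genes among 40 tested, 3.95 times the share among all genes (adjusted p = 0.0133 by Fisher's exact test). Among them ITGA2 (log2 fold change 1.54) and ITGB8 (1.21) were higher, whereas COL9A3 (-2.47) and TNC (-1.95) were lower. Adjusted over the list alone, the genes with a p under 0.05 numbered 46 for interferon, 24 for histones, 15 for keratins, 15 for the cornified envelope and 23 for the matrix, against 42, 21, 14, 13 and 17 over all genes tested. At an estimated correlation, camera called the shift of the first 4 lists (adjusted p of 0.00160 for interferon and 0.0235 for histones, keratins and the cornified envelope) and not that of the matrix list (adjusted p = 0.276). When each library was left out in turn, this adjusted p stayed under 0.05 for interferon in all 6 fits (highest 0.0113). It was above 0.05 for keratins in 5 of 6 fits (highest 0.0883), for the cornified envelope in 5 of 6 (highest 0.0815) and for histones in 4 of 6 (highest 0.0695).

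**Figure D4:**
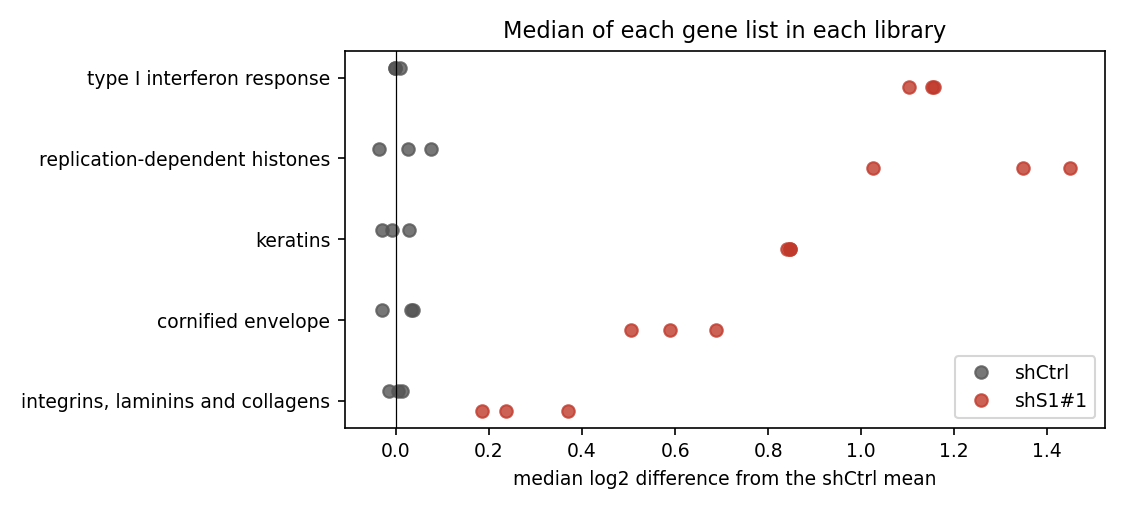
Median log2 difference from the shCtrl mean (x axis) of the genes of each list (y axis) in each of the 3 shCtrl and 3 shS1#1 libraries (points). For the interferon response, the shS1#1 libraries lie between 1.10 and 1.16, and in all 5 lists every shS1#1 library lies above every shCtrl library.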

**Table 1:** SCAMP1 expression in GC and adjacent normal tissues

	SCAMP1		χ^2^	*P* value
	Low	High		
Normal tissues	79(66.39%)	40(33.61%)	27.283	<0.001
Tumor tissues	42(33.07%)	85(66.93%)		

**Table 2:** Analysis of SCAMP1 expression in GC tissues and associated clinicopathological factors

Characteristics	SCAMP1		*P* value
	Low	High	
Age, years			0.207
<65	30	51	
≥65	12	34	
Gender			0.926
Male	29	58	
Female	13	27	
Size, cm			0.028*
≤4cm	19	22	
>4cm	23	63	
Tumor location			0.298
Upper third	6	15	
Middle third	5	9	
Lower third	26	40	
More than 2/3 stomach	5	21	
Tumor stage (Depth of invasion)			0.269
T1-T2	1	7	
T3-T4	41	78	
Lymph node metastasis			0.015*
Negative	15	14	
Positive	27	71	
TNM stage			0.266
I	1	3	
II	14	17	
III	27	65	
Lauren type			0.583
Intestinal	9	22	
Diffuse	33	63	

*pTNM stage* is defined using the American Joint Committee on Cancer (AJCC) Staging System, 8th Edition. Asterisk stands for *P* value as follows: *, *P* < 0.05.

**Table 3:** Univariate and multivariate *Cox* regression analyses for overall survival of gastric cancer patients.

Predictor	Univariate Analysis		Multivariate Analysis	
	HR (95% CI)	*P*	HR (95% CI)	*P*
Age, years				
≥65 vs <65	1.356(0.903-2.036)	0.142		
Gender				
Female vs Male	1.376(0.910-2.081)	0.130		
Size, cm				
>4cm vs ≤4cm	1.629(1.054-2.516)	0.028*	1.409(0.908-2.185)	0.126
Tumor location				
Middle 1/3 vs Upper 1/3	1.336(0.635-2.812)	0.445		
Lower 1/3 vs Upper 1/3	0.859(0.479-1.539)	0.609		
More than 2/3 stomach vs Upper 1/3	1.097(0.563-2.137)	0.785		
Tumor stage (depth of invasion)				
T3-T4 vs T1-T2	0.791(0.366-1.711)	0.552		
Lymph node metastasis				
Positive vs Negative	2.228(1.332-3.728)	0.002**	1.835(1.082-3.112)	0.024*
TNM stage				
II vs I	0.815(0.240-2.774)	0.744		
III vs I	1.833(0.577-5.824)	0.304		
Lauren type				
Diffuse vs Intestinal	1.004(0.623-1.617)	0.988		
Expression of SCAMP1				
High vs Low	1.919(1.219-3.021)	0.005**	1.638(1.033-2.597)	0.036*

HR, Hazard Ratio. *pTNM stage* is defined using the American Joint Committee on Cancer (AJCC) Staging System, 8th Edition. Asterisks stand for *P* values as follows: *, *P* < 0.05; **; *P* < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

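RNA-seq of NCI-N87 gastric cancer cells was available for 6 libraries, 3 of cells with the empty vector (shCtrl) and 3 of cells with the shRNA shS1#1. In the labels of the libraries the groups carry the names of a negative control and a SCAMP1 shRNA; they were matched to shCtrl and shS1#1 because the paper's methods state that RNA of these populations was sequenced. Cells with shS1#2 and SNU-1 cells were not analysed here. The paper states that sequencing and data analysis were done by Novogene, and its text names no aligner, counting tool or annotation.

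The authors deposited FPKM values per gene and library, with gene length, coordinates and biotype. The product of FPKM and gene length was a whole multiple of a single step in each library for 100% of values above 0, which gave the number of reads on each gene. Each step implied a library size, to which it is inversely proportional. These sizes equalled a median-of-ratios size factor (from 0.914 to 1.11) times the geometric mean of the library totals. The ratio to that prediction was 1 in all 6 libraries. The deposited FPKM thus already included a scaling between libraries by the authors. Recovered totals were 15064905 to 15988700 reads in shCtrl and 14311769 to 14667628 in shS1#1 libraries. Depth therefore differed little between the groups, and it limits mostly genes with few reads, such as the 46 differentially expressed genes with a mean under 10 reads per library. The mitochondrial share of reads was 9.21% in shS1#1 replicate 2 and between 6.09% and 6.78% in the other libraries. All columns with values per sample were used.

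Differential expression was computed in R 4.3.3 with limma 3.58.1 on log2(FPKM + 0.1), with lmFit and eBayes with a mean-variance trend, for genes with a mean of at least 0.5 FPKM over the 6 libraries. Benjamini-Hochberg adjustment covered the 15556 genes tested. The design assumed that raw counts might be deposited; as the values were FPKM, the log-scale test was used as planned for that unit, and reads recovered from FPKM were analysed only with voom, as an alternative. The 13 gene lists were written by hand from gene family names and well known members, and are not GO or KEGG terms. Over-representation was tested with one-sided Fisher's exact tests, and shifts with camera, with Benjamini-Hochberg adjustment over the 13 lists; fry and camera with an estimated correlation were alternatives. The sample mapping, tests, gene lists, rule for named genes and most alternatives were set before the data were examined. The genes named are SCAMP1 to SCAMP5; genes the paper names for these cells; the 5 genes with the highest and the 5 with the lowest log2 fold change among differentially expressed genes with a mean of at least 5 FPKM and no overlap between the groups; the gene with the smallest p in each direction; and up to 6 differentially expressed members per list. Some genes under this rule are not reported here. Other genes named were chosen after their values were seen.

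The shRNA targets were matched to GENCODE 29 transcripts of GRCh38 in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Genes whose longest annotated 3′ UTR holds the site for bases 2 to 8 of the shS1#1 guide were compared with the other genes by a permutation test with 100000 resamples, two-sided, and with 200 shuffled sites of the same composition.

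The limma and list tests were tested on simulated reads drawn from the means and library sizes of the real libraries. With a dispersion of 0.03, the value tried first, 198 of 200 genes changed by a log2 fold change of 1.5 were tested and 134 (67.7%) were recovered, with 11 unchanged genes called. That missed the 70% recovery set for the test, and the dispersion was then changed to the median of the libraries, 0.00784, with which 199 were tested and 157 (78.9%) recovered, with 5 unchanged genes called. At both dispersions a list of 40 shifted genes was called and 0 of 13 unshifted lists were. Reads of each gene were drawn independently of the other genes. The 0 of 13 therefore does not show how the list tests behave where genes of a list vary together. Alternatives covered the pseudocount, the filter, the scaling, the trend, biotypes, voom, the replicate number as a block, the unadjusted p, leaving out each library and the set test. Those added after the data were seen were scaling by total reads, removal of trends with gene length and GC content, and a filter of at least 10 reads on average. The immunoblots, proliferation assays, tissue samples and TCGA data of the paper were not analysed here.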

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

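The tests of explanations in this part were chosen after the results were seen.

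The 10 genes of MAPK pathway output had a median log2 fold change of 0.38 in shS1#1 cells, between 0.36 and 0.44 in each shS1#1 library and between -0.019 and 0.024 in each shCtrl library. The paper reports lower phosphorylated ERK1/2 in these cells (Fig. 3D), and lower ERK1/2 activity would predict lower output. The median of 0.38, with 8 of 10 genes higher, argues against a lower transcriptional output at the time of sampling. The rise was uneven across the list. Over all genes tested, 5 of the 10 had an adjusted p under 0.05 by limma, all higher. SPRY4 (0.11), SPRY2 (-0.0062) and ETV5 (-0.053) lay near 0. A trend with gene length or GC content does not account for the rise, since the median was 0.40 after its removal. A change in another pathway that induces these genes stays open and was not tested. The paper does not state whether the RNA and the immunoblots came from the same cultures.

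The 20 FOXO target genes tested had a median log2 fold change of 0.51, and 18 of the 20 were higher. At an adjusted p under 0.05 by limma, 10 of the 20 differed over all genes tested and 12 adjusted over the list alone. The 2 lower genes were SOD2 (-0.19, adjusted p = 0.176 by limma) and GADD45A (-0.36, adjusted p = 0.486 by limma). FBXO32 (2.05), TXNIP (1.50) and CCNG2 (1.44) rose most. A trend with gene length or GC content cannot account for the rise, as the median was 0.45 without it. Lower Akt activity, which releases FOXO factors and which the paper reports as lower phosphorylated Akt (Fig. 3D), would raise these genes. The median of 0.51 has that direction. It had been seen before this hypothesis was set against it, so it is no separate test. The list cannot show that Akt is the cause, because FOXO targets also respond to stress.

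The 46 proliferation genes had a median log2 fold change of -0.17, and 32 of 46 were lower, although none was differentially expressed (8 had an adjusted p under 0.05 and 18 adjusted over the list alone). After removal of trends with gene length and GC content the median was -0.12 and the adjusted p of camera at an estimated correlation rose from 0.0235 to 0.0844. The correction neither removed the shift nor left it past the threshold, so a contribution of these trends cannot be told apart from a change in the cells. Loss of the call was not specific to this correction. With scaling by total reads the adjusted p of this test was 0.0784, at a median of -0.25. The 32 lower genes are consistent with fewer dividing cells, which the paper reports from EdU incorporation (Fig. 2D), as a hypothesis.

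In the fits that each left out 1 library, the adjusted p of camera at an estimated correlation was above 0.05 for MAPK pathway output in 5 of 6 fits (highest 0.125, without shS1#1 replicate 2) and for the FOXO targets and the proliferation genes in 4 of 6 (highest 0.0564). These fits have fewer libraries, and the medians themselves ranged from 0.37 to 0.43, from 0.39 to 0.53 and from -0.20 to -0.16. In each of these 3 lists the real grouping gave the largest median of the 10 groupings of the 6 libraries.

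SCAMP2, a paralog of SCAMP1, rose from 21.1 ± 0.497 to 31.8 ± 0.724 FPKM (SD, n = 3 each), a log2 fold change of 0.59 (standard error 0.06, adjusted p = 0.00206 by limma), and was higher in each shS1#1 library than in any shCtrl library. Across all alternatives the log2 fold change was between 0.52 and 0.61 and the adjusted p between 0.000346 and 0.0286. Reads shared with SCAMP1 would make SCAMP2 fall with SCAMP1, so they are no candidate for a rise, and the value of 0.59 is no separate test of them. A trend with gene length or GC content is not the cause either, as the log2 fold change was 0.60 after its removal. SCAMP3 (-0.31, adjusted p = 0.0532), SCAMP4 (0.18, adjusted p = 0.201) and SCAMP5 (0.06, adjusted p = 0.710) did not pass the threshold. SCAMP3 passed it under 8 of 20 alternatives, with an adjusted p from 0.00644 (without shS1#1 replicate 2) to 0.0481 (mean of at least 1 FPKM). A compensatory increase of SCAMP2 may underlie its rise. No test here bears on the cause beyond the removal of length and GC trends. An effect of this shRNA apart from SCAMP1 stays open because only 1 shRNA was sequenced.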

How the results depend on the processing

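SCAMP1 was lower under all alternatives, with log2 fold changes from -2.90 to -2.29 and adjusted p from 1.08e-05 to 0.00633. The count of differentially expressed genes, 492, ranged from 248 to 682. With a pseudocount of 1 it fell to 248 (204 higher, 44 lower), because the larger pseudocount shrinks the fold change of low genes. With the unadjusted p in place of the adjusted p the lower genes numbered 203. In the 6 fits that each left out 1 library, the count ranged from 364 to 540, with 294 to 389 higher genes and 53 to 151 lower genes; the lower genes numbered 53, 55 and 58 without shCtrl replicates 1, 2 and 3, against 116 with all libraries; the cause was not tested. Without shS1#1 replicate 2, the genes with an adjusted p under 0.05 rose from 2177 to 4374. They fell to 1813 and 1029 without shS1#1 replicates 1 and 3. Without shCtrl replicates 1, 2 and 3 they fell to 831, 817 and 859. Scaling by total reads, added after the data were seen, moved the median of all genes to -0.10 from -0.02 and gave 307 higher and 147 lower genes (67.6% higher against 76.4%). The filter on reads, also added then, gave 568 genes.

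The share of receptor tyrosine kinases passed the threshold without each shCtrl replicate. In those fits 3 of 29 were called, as with all libraries, and fewer genes were called in total. Its fold ranged from 2.67 to 4.42 across the 6 fits that each left out 1 library. The share of PI3K-Akt components fell below that of all genes with the unadjusted p (0.894 times). There 2 of 51 were called, as before, while the total rose to 682. It also fell below after removal of length and GC trends (0.592 times). There 1 of 51 was called, because INPP4B, at a log2 fold change of 0.974, missed the fold change threshold. Without a filter the share rose to 2.11 times (adjusted p = 0.289), with 2 of 56 called among 33572 genes tested. It passed the threshold under none of 21 alternatives. Camera with an estimated correlation no longer called the shifts of the fibroblast growth factors (median -1.15, adjusted p = 0.0973), the PI3K-Akt components (0.19, adjusted p = 0.359) or the matrix genes (0.25, adjusted p = 0.276), and called 7 of the 13 lists in place of 10. The fibroblast growth factor list holds only 5 genes tested, which limits its test.

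The median of the 18 STAT3 targets lay at -0.0044 and changed sign without a filter (0.016), at a mean of at least 1 FPKM (0.089), with quantile normalization (0.011), with TPM (0.062), after removal of length and GC trends (0.012) and with the filter on reads (0.089), and ranged from -0.018 to 0.039 when a library was left out. Among the 76 named genes other than SCAMP1, sign changes occurred in 3 genes near 0. GAPDH was at 0.084 with quantile normalization and 0.074 after removal of length and GC trends, and ranged from -0.11 to 0.052 when a library was left out; SCAMP5 was at -0.013 with scaling by total reads. EGFR changed sign only when a library was left out, with a range from -0.27 to 0.066. Of the other changes in named genes, 19 lost and 20 gained an adjusted p under 0.05, and 1471 of 1516 comparisons kept direction and side of that threshold. Counting the fold change threshold as well, 25 of the 1516 comparisons lost a differentially expressed gene, 14 of them by fold change alone. With a pseudocount of 1 this held for 9 of the 61 genes: EPSTI1, FGF19, ROR1, INPP4B, TNC, KRT81, PIM1, BCL6 and LEF1. The difference between genes with and without the shS1#1 seed site stayed between 0.068 and 0.072.

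The replicate numbers did not pair the libraries: the deviations of libraries with the same number correlated at -0.035, 0.032 and 0.067. With the number as a block, 389 genes were differentially expressed (310 higher, 79 lower). The share of receptor tyrosine kinases was then 4.14 times that of all genes (adjusted p = 0.0456), again with 3 of 29 called.

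The test of other groupings was chosen after the results were seen. Of the 10 groupings of the 6 libraries, 1 gave as many differentially expressed genes as the real one and 1 as many over-represented lists, in each case the real grouping itself; the other groupings gave 0 genes, and 117 to 139 with an unadjusted p, against 682. For shifted lists at the preset correlation, 2 of the 10 groupings gave as many, and the others between 3 and 8. Each of the other groupings puts 2 libraries of a group with 1 of the other and so keeps part of the real difference, which these counts cannot separate from false calls. At an estimated correlation the other groupings gave 0 lists and the real one 7. With 10 groupings no share under 0.1 is possible.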

Differences from the paper's values

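The number of lower genes was 116, against the paper's 204. Of the alternatives set before the data were examined, the gap was within 1.5 times with no filter (140), TPM (160), voom on recovered reads (141), the unadjusted p (203), and without shS1#1 replicate 1 (138) or 2 (151). It was not within 1.5 times with a pseudocount of 1 (44) or 0.01 (128), a mean of at least 1 FPKM (91), median-of-ratios scaling (117), quantile normalization (121), eBayes without trend (112), protein-coding genes only (84), the replicate number as a block (79), without any 1 of the shCtrl replicates (53 to 58) or without shS1#1 replicate 3 (109). Of the alternatives chosen after seeing the values, scaling by total reads gave 147, the filter of at least 10 reads on average 144 and removal of length and GC trends 107. With the unadjusted p, the total of 682 and the higher genes, 479, were also nearest to the paper's 699 and 495; the paper's methods state a threshold of P < 0.05 without naming an adjustment, whereas the key of Figure 3A states an adjusted p.

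The discussion names the PI3K-Akt and MAPK pathways among those that RNA-seq showed to be affected. Here the share of PI3K-Akt components among differentially expressed genes was 1.24 times that of all genes (adjusted p = 0.523 by Fisher's exact test). That of the MAPK output genes was 6.32 times (adjusted p = 0.0548). It was under 0.05 in 9 of 21 alternatives, among them a pseudocount of 1 with 0.0151, each with 2 of 10 genes called. Camera called an upward shift of both lists at the preset correlation (adjusted p = 0.00326 for PI3K-Akt and 6.66e-05 for MAPK). At an estimated correlation it called MAPK (adjusted p = 0.0235) and not PI3K-Akt (adjusted p = 0.359). The MAPK call was lost in most fits that each left out 1 library. The lists are not the GO terms of the paper. The PI3K-Akt genes tested included no growth factor, receptor tyrosine kinase or matrix gene, which had lists of their own. The shares of growth factors (6.05 times) and matrix genes (3.95 times) passed the threshold, and that of receptor tyrosine kinases (3.27 times) did not. The value of 1.24 thus does not bear on a term that includes such genes. The MAPK list holds transcripts used as a readout and not the components of the pathway.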

Other observations

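Apart from the seed test, the tests in this part were chosen after the results were seen.

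The interferon response was the list with the smallest p. One divergent library does not account for it, since the median log2 fold change was at least 1.08 with any 1 library left out, and a trend with gene length or GC content does not either, with a median of 1.15 after its removal. Sensing of the hairpin RNA, or of its expression, may have raised these genes apart from SCAMP1. This cannot be told apart from an effect of SCAMP1, because the control is an empty vector and 0 of the 3 shCtrl libraries carry a hairpin. Libraries of cells with shS1#2 or with a hairpin that has no human target were not analysed here.

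The replication-dependent histones rose by a median log2 fold change of 1.37 while the proliferation genes fell. Carry-over of RNA without a poly(A) tail cannot be told apart from a change in the cells. The 17 snRNA and snoRNA genes with a mean of at least 10 reads had a median of -0.51, but they have few reads, and all 303 such genes tested had a median of -0.02, the 131 snoRNA genes -0.26, the 172 snRNA genes 0.09, the 170 genes of miscellaneous RNA 0.12 and the 2 mitochondrial rRNA genes 0.63. More cells in S phase would raise the proliferation genes, whose median was -0.17. Reads shared between copies would leave the sum over the family level, and the sum rose 2.41-fold. Removal of length and GC trends left the median at 1.44. A shift towards polyadenylated histone transcripts in cells that leave the cell cycle also stays open and was not tested.

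FGF3 and FGF19 lie close to each other on chromosome 11. Loss of copies of the wider region in the shS1#1 population would lower the neighbouring genes as well. The 14 other protein-coding genes tested within 1 Mb had a median log2 fold change of 0.095 (from -0.39 to 1.04), which argues against loss of the whole region. A smaller loss that covers only FGF3 and FGF19 stays open, because no other protein-coding gene tested lies between them. The nearest genes tested on either side were LTO1 (-0.34, adjusted p = 0.226 by limma) and ANO1 (1.04, adjusted p = 0.00188 by limma). A shared regulatory cause also stays open and was not tested.

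WNT11, SP5 and NKD2 were among the lowest genes, which prompted a list of 15 Wnt targets tested after this was seen. Of these, 11 were lower, while DKK1, EPHB3, TCF7 and SOX9 were higher. The median was -0.60 (camera, p = 0.00141 at the preset and 0.0271 at an estimated correlation). Without SP5 and NKD2 it was -0.47 (camera, p = 0.0246 at the preset and 0.0761 at an estimated correlation). Lower Wnt signalling may explain the list, but it was written from the same data and its members go both ways.

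No sign of broad seed-mediated silencing by shS1#1 was found. The 2298 genes with the site TACAGAA in the 3′ UTR had a median log2 fold change 0.067 above that of the other genes (permutation test, p = 1e-05, the smallest that 100000 resamples can give), and seed-mediated silencing predicts a lower median. Shuffled sites gave a median difference of 0.059 (from -0.0038 to 0.089), and 4 of the 10 groupings of the libraries gave a difference as large. Of the 71 lower genes with a 3′ UTR, 10 (14.1%) held the site, against 20.2% of genes that were not differentially expressed (Fisher's exact test, two-sided, p = 0.236). Silencing of a few single genes stays possible.

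AL355075.4 fell from 244 ± 37.0 to 75.6 ± 26.3 FPKM (SD, n = 3 each) and spans the RNase P RNA gene RPPH1 and the sequence upstream of it on chromosome 14 from 20343048 to 20343685. The H1 promoter of vectors such as pSIH-H1 derives from that sequence, so vector RNA could add reads there. RPPH1 itself had 0 reads in every library. That count does not bear on the question, because RPPH1 lies wholly within AL355075.4 on the same strand and shared reads may not be counted for it. Vector reads and the endogenous transcript cannot be told apart without the reads.

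The library shS1#1 replicate 2 differed from the other libraries of its group by a median of 0.30 (log2), against 0.11 between the other 2. It still differed by 0.26 after removal of length and GC trends, so these trends may explain a small part; what sets this library apart stays open, and a different RNA quality or culture was not tested.

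The median of the STAT3 targets was -0.0044 with 9 genes higher and 9 lower, so lower STAT3 activity, as the paper reports from phosphorylation (Fig. 3D), is neither borne out nor excluded at the transcript level. STAT3 itself had a log2 fold change of 0.46 (adjusted p = 0.0565), VPS35 -0.15 (adjusted p = 0.309), VCL 0.29 (adjusted p = 0.156) and GAPDH -0.01 (adjusted p = 0.957). Without shS1#1 replicate 2, STAT3 (adjusted p = 0.00487), VPS35 (0.0108) and VCL (0.0325) passed the threshold. STAT3 passed it under 6 of 20 alternatives in all (highest adjusted p 0.0494, at a mean of at least 1 FPKM), and VPS35 also after removal of length and GC trends (adjusted p = 0.0204).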
